A study of Homo sapiens with 11 samples. Its data were reported in "Gene Expression Signatures of a Preclinical Mouse Model during Colorectal Cancer Progression under Low-Dose Metronomic Chemotherapy" (2020).

How the data were processed

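RNA was measured in 11 libraries of HT29 human colorectal cancer cells (the luciferase-tagged line HT29.hCG.Luc). HT29 is the group of cultured cells (n = 3). C-PT are tumours at the injection site in the spleen of control SCID mice (n = 3), and C-LM are liver metastases of the same 3 control mice (n = 3). T-LM are liver metastases of mice given low-dose metronomic topotecan, a topoisomerase 1 inhibitor taken by mouth each day (n = 2). Each library was made from 100 ng of total RNA after removal of ribosomal RNA. Tumours were homogenised by bead lysing in TRIzol, and the cultured cells were not. Groups and replicate numbers were taken from the sample titles.

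The deposited gene table holds read counts per gene that the authors made from STAR 2.7.0a alignments to hg38, with the log2 fold changes, p-values and adjusted p-values of their DESeq2 1.24.0 fit. A deposited table for 9 of the libraries (HT29, C-PT and C-LM) holds read counts of genes and of circular RNAs (circRNAs). The authors made its gene counts with STAR 2.5.3a, a mismatch limit of 0.05 and HTSeq 0.9.1 on hg19, and its circRNA counts with BWA 0.7.5a-r405 and find_circ2, as reads across the head-to-tail junction. The log2 fold changes and p-values of that deposited table came from DESeq2 1.22.2. Base calling used CASAVA 1.8.2. The study's methods name no step that set reads of mouse cells apart. At an adjusted p under 0.05, the authors' deposited results called 14149 genes (8080 higher, 6069 lower) in C-PT vs HT29, 13244 (7400 higher, 5844 lower) in C-LM vs HT29 and 1418 (827 higher, 591 lower) in T-LM vs C-LM. Their circRNA results called 27 of 304, 32 of 279 and 1 of 192 listed circRNAs in C-PT vs HT29, C-LM vs HT29 and C-LM vs C-PT.

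The raw counts were fitted again with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. All 11 libraries entered one quasi-likelihood fit with group as its only term, TMM scaling and filterByExpr, which left 23890 genes, 14343 of them protein-coding and 5100 long non-coding RNAs (lncRNAs). Each comparison was a two-sided F test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are log2 with standard errors (SE), and levels are TMM-scaled CPM with standard deviations (SD) over replicates. Levels of gene lists in log2 CPM used a prior count of 2. A gene with no read in a group was given a fold as a lower bound, with the group set to 3 counts over all its libraries. These floors cover counting error only. DESeq2 1.42.0 was run as an alternative.

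Gene lists were tested with camera on the same fit, with a preset correlation of 0.01 between genes, adjusted over 28 lists in 4 comparisons, and a list needed 3 or more tested members. Camera asks whether a list moved against all other genes. The alternatives were camera with a correlation estimated from the residuals and fry, which asks whether a list's genes moved on balance one way. The lists were interferon-stimulated genes (independent of the study), interferon genes named by the study, other treatment genes named by the study, MHC class I presentation, hypoxia targets, glycolysis, cell cycle, p53 targets, immediate early genes, absorptive enterocyte genes, goblet and secretory genes, Wnt targets and stem genes, epithelial identity, cholesterol synthesis, unfolded protein and amino acid response, ribosomal proteins, mitochondrial genome, nuclear respiratory chain, replication-dependent histones, nuclear lncRNAs, 7 lists of host markers (hepatocyte, erythroid, myeloid, lymphoid, endothelial, fibroblast and matrix, smooth muscle and pericyte) and primate-expanded KRAB zinc fingers. The study chose 2 of these lists on these same samples.

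Circular RNA counts were fitted together with the hg19 gene counts of the 9 libraries, with features under 10 reads over all libraries left out and adjustment over circRNAs and genes together. A further test asked whether a circRNA changed relative to its host gene, with the log of the host count plus 0.5 as an offset, adjusted over circRNAs. Named circRNAs were matched by their hg19 coordinates.

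Tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named the 8 genes with the largest increase and the 8 with the largest decrease per comparison, among called protein-coding or lncRNA genes with a mean of at least 2 CPM and no overlap between groups, the 3 members of each list with the smallest p, and all genes of both study lists. For circRNAs it named the 6 largest increases and 6 largest decreases and the 12 circRNAs the study had measured by PCR. The alternatives set then were DESeq2-type size factors, scaling from protein-coding genes, no filter on low counts, DESeq2, libraries of the compared groups only, estimated correlation, fry, a block for the replicate number and leaving out each library in turn. For circRNAs they were circRNA counts alone, a minimum of 30 reads and a host offset of 5. The hg19 gene counts and the fit without HT29_1 and C-PT_2, which stood apart from their group in several lists, were chosen after seeing the data, as were the contrasts of T-LM with C-PT and HT29. With 1 library left in T-LM, its spread was taken from the other groups.

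Depth per library was 27854352 to 35765429 reads for HT29, 28003714 to 30046618 for C-PT, 24564580 to 27810286 for C-LM and 18509097 to 22236700 for T-LM. A figure legend of the study numbers the control mice 1 to 3 and the treated mice 4 and 5, and the numbers of tumour libraries were read as these mouse numbers. Deviations from the group means correlated between the tumours of a mouse at 0.2808, 0.09206 and 0.05182. Among 10 pairs of replicate libraries, 0 agreed within sampling noise, so no library was a copy of another.

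The tests were tried on counts simulated from the real means, library sizes and dispersions, with known changes. Single genes were changed only at a mean of at least 2 CPM, so recovery of genes below that was not measured. For C-PT vs HT29, C-LM vs HT29, C-LM vs C-PT and T-LM vs C-LM, 82.47%, 80.41%, 76.29% and 64.95% of 2-fold changes were recovered, and 99.03%, 99.03%, 99.03% and 98.06% of 4-fold changes. False calls made up 7.623%, 6.881%, 6.161% and 5.641% of calls. The raised list was called in all 4 comparisons, and 0, 1, 1 and 0 other lists were called. Genes were drawn independently, so these list calls do not cover correlation between genes. Among circRNAs with a 4-fold change, 7.143%, 0% and 0% were recovered in C-PT vs HT29, C-LM vs HT29 and C-LM vs C-PT, and 21.43%, 7.143% and 0% relative to the host gene. At a 2-fold change, 0 of 19 circRNAs were recovered in each of these comparisons. Only circRNAs were changed in that simulation, so the adjustment over circRNAs and genes together was stricter than in the real data.

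Reads of mouse cells were looked for by the share of hg38 reads that the stricter hg19 counts kept, per gene with at least 50 reads, as the ratio of list median to the median of other protein-coding genes, with intervals of 95% from 2000 bootstrap draws over genes. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared tables and plots.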

Results

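Total RNA after removal of ribosomal RNA was sequenced in 11 libraries: cultured HT29 colorectal cancer cells (HT29, n = 3), tumours that these cells formed at the injection site in the spleen of control mice (C-PT, n = 3), liver metastases of the same mice (C-LM, n = 3) and liver metastases of mice given low-dose metronomic topotecan (T-LM, n = 2). Total read counts were 31642691, 35765429 and 27854352 in HT29, 30046618, 28003714 and 29617962 in C-PT, 27810286, 25949919 and 24564580 in C-LM, and 22236700 and 18509097 in T-LM. Between 24864 and 28430 genes had a read in an HT29 library, and between 31366 and 33100 in a tumour library. The mitochondrial genome took 37.8% to 51.23% of reads. Levels below are mean CPM ± SD over the replicates of a group, fold changes are log2 with their SE, and p-values are from edgeR or camera, adjusted by Benjamini-Hochberg. Counts of list members adjusted over the list alone are given where they differ from those over all genes.

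C-PT vs HT29 asked how the injected cells changed when they grew as a tumour. In spleen tumours the cell cycle, histone and ribosomal protein lists were lower and the hypoxia and goblet lists higher. None of these calls held with an estimated correlation between genes (adjusted p = 0.0694, 0.152, 0.309, 0.443 and 0.0888). MCM2, a subunit of the replicative helicase, was downregulated from 143.5 ± 10.3 to 26.6 ± 2.66 (n = 3 each, log2 fold change −2.43, SE 0.13, adjusted p = 1.24e-09), and the replication clamp PCNA from 98.6 ± 9.44 to 20.3 ± 1.32 (−2.28, SE 0.12). MUC12, a membrane mucin of colon epithelium, was upregulated from 1.42 ± 0.267 to 160.2 ± 10.7 (6.82, SE 0.24, adjusted p = 2.61e-11). NDRG1, a gene induced by low oxygen and stress, went from 26.1 ± 9.24 to 491.1 ± 202 (4.24, SE 0.39, adjusted p = 2.67e-07). FGF19, a hormone-like growth factor of the gut, nearly disappeared, from 67.9 ± 14.0 to 0.0493 ± 0.0362 (−10.32, SE 0.33, adjusted p = 2.61e-11).

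Of 23890 genes tested in C-PT vs HT29, 13931 were called, 7784 higher and 6147 lower, and 9251 of these passed a 2-fold change (6355 higher, 2896 lower). The median fold change of all genes was 0.25. Scaling from protein-coding genes moved it to 0.51 and the share of higher calls from 55.88% to 68.07% (9602 higher, 4505 lower), so all changes against HT29 are relative to the bulk of genes. No gene list called against HT29 changed direction under that scaling. By biotype, 3607 protein-coding genes were higher and 5564 lower, and 2153 lncRNA genes were higher and 275 lower. The nuclear lncRNA NEAT1, the scaffold of paraspeckles, was upregulated from 148.2 ± 22.1 to 5197 ± 1610 (5.13, SE 0.28, adjusted p = 1.86e-09), and LINC00342 from 8.68 ± 1.46 to 78.3 ± 6.22 (3.17, SE 0.15). lncRNA genes took 1.435% to 1.831% of reads in HT29 and 3.27% to 4.637% in the tumour libraries. Much of this share lay on 2 genes. MALAT1 took 0.4994% to 0.6637% of reads in HT29 and 1.438% to 2.009% in the tumour libraries, and NEAT1 0.01079% to 0.01381% and 0.3083% to 0.8198%. The list of 25 nuclear lncRNAs was split (11 higher, 8 lower, 9 lower when adjusted over the list alone, median 0.55) and not called (adjusted p = 0.099), but was called higher without C-PT_1 (0.0404), under scaling from protein-coding genes (0.0442), by fry (0.00233) and from the hg19 counts (0.00232).

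Camera called 17 of the 28 gene lists in C-PT vs HT29, and 0 with an estimated correlation. Of 38 cell cycle genes, 0 were higher and 37 lower (median −1.72, adjusted p = 8.92e-29, and adjusted p = 0.0694 with an estimated correlation). Replication-dependent histones had 0 higher and 29 lower of 30 (median −2.26, adjusted p = 7.84e-26, and adjusted p = 0.152 with an estimated correlation), among them HIST1H4C (−2.30, SE 0.15). All 57 ribosomal protein genes were lower (median −0.94, adjusted p = 1.48e-15, and adjusted p = 0.309 with an estimated correlation). Nuclear respiratory chain genes were lower in 34 of 35 and higher in 1 (median −1.10, adjusted p = 3.79e-14, and adjusted p = 0.208 with an estimated correlation), with CYC1 of complex III at −1.60 (SE 0.14). The 13 protein-coding genes of the mitochondrial genome were all lower (median −0.79, adjusted p = 0.000559, and adjusted p = 0.443 with an estimated correlation). Glycolysis genes were higher in 3 and lower in 12 of 19 (median −0.46, adjusted p = 0.000856, adjusted p = 0.388 with an estimated correlation, and 0.0714 from the hg19 counts). Cholesterol synthesis had 1 higher and 13 lower of 23, or 2 higher adjusted over the list alone (median −0.42, adjusted p = 0.00175, adjusted p = 0.355 with an estimated correlation, and 0.179 from the hg19 counts). The unfolded protein and amino acid response had 5 higher and 17 lower of 27 (median −0.69, adjusted p = 0.00345, adjusted p = 0.326 with an estimated correlation, and 0.111 from the hg19 counts), with the serine synthesis enzyme PSAT1 at −2.45 (SE 0.23). Wnt targets and stem genes were higher in 4 and lower in 11 of 19, or 12 lower adjusted over the list alone (median −0.85, adjusted p = 0.00242, and adjusted p = 0.315 with an estimated correlation).

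Among these Wnt genes, NKD1, a feedback inhibitor, fell from 21.3 ± 5.50 to 0.459 ± 0.186 (−5.53, SE 0.33, adjusted p = 4.24e-09), whereas PROM1 rose (1.23, SE 0.14). Goblet and secretory genes had 14 higher and 3 lower of 20, or 4 lower adjusted over the list alone (median 1.52, adjusted p = 1.34e-06, and adjusted p = 0.0888 with an estimated correlation). Absorptive enterocyte genes had 13 higher and 3 lower of 20 (median 2.15, or 1.99 with genes at 0 set to their bound, adjusted p = 0.000537, and adjusted p = 0.208 with an estimated correlation), with the brush border peptidase DPP4 at 3.31 (SE 0.15). Hypoxia targets were higher in 23 and lower in 5 of 32 (median 1.12, adjusted p = 0.000464, and adjusted p = 0.443 with an estimated correlation), among them LOX, which cross-links collagen (3.38, SE 0.30), and EGLN3, an oxygen sensor (2.27, SE 0.20). Immediate early genes had 13 higher and 3 lower of 18, or 14 higher adjusted over the list alone (median 1.46, adjusted p = 0.0006, and adjusted p = 0.326 with an estimated correlation), led by CCN2 (5.36, SE 0.39). MHC class I presentation genes had 12 higher and 2 lower of 17 (median 0.90, adjusted p = 0.00329, and adjusted p = 0.388 with an estimated correlation), with HLA-B at 92.8 ± 28 against 11.9 ± 1.37 (2.96, SE 0.24). The treatment genes other than interferon genes that the study named had 9 higher and 0 lower of 11 (median 2.93, or 2.76 with the bound, adjusted p = 2.57e-05, and adjusted p = 0.073 with an estimated correlation), which is not independent evidence.

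Lists not called in C-PT vs HT29 included the independent interferon list, which went both ways (15 higher, 10 lower of 55, median 0.08, adjusted p = 0.999), with GBP2 higher (2.09, SE 0.19) and LY6E lower (−1.54, SE 0.15). The interferon genes named by the study, not independent evidence, had 1 higher and 8 lower of 19 (median −0.22, adjusted p = 0.0804), and were called lower without HT29_1 (adjusted p = 0.0151), without C-PT_2 (0.00531) and under scaling from protein-coding genes (0.0483). ISG15, a ubiquitin-like interferon effector, was at −1.25 (SE 0.24) and OASL at −1.82 (SE 0.22). Epithelial identity had 10 higher and 8 lower of 24 (median 0.10, adjusted p = 0.985). p53 targets had 6 higher and 8 lower of 25 (median −0.11, adjusted p = 0.536), although the cell cycle inhibitor CDKN1A was at 2.82 (SE 0.27). Primate-expanded KRAB zinc fingers had 8 higher and 2 lower of 26, or 4 and 1 adjusted over the list alone (median 0.01, adjusted p = 0.553, and 0.0431 from the hg19 counts).

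Genes of connective tissue were near absent in HT29 and abundant in C-PT. Fibroblast and matrix markers had 19 higher and 0 lower of 21 (median 6.58, or 5.07 with genes at 0 set to their bound, adjusted p = 7.7e-11, and adjusted p = 0.223 with an estimated correlation), and COL1A1, the main collagen, was at 324.5 ± 304 against 1.25 ± 0.651 (8.01, SE 0.63). Smooth muscle and pericyte markers had 9 higher and 0 lower of 10 (median 3.64, or 2.77 with the bound, adjusted p = 2.95e-06, and adjusted p = 0.208 with an estimated correlation). Hepatocyte markers had 7 higher and 1 lower of 19, or 6 higher adjusted over the list alone (median 1.13, or 0.48 with the bound, adjusted p = 0.191, and 0.0124 from the hg19 counts). Erythroid markers had 4 higher and 0 lower of 5 (median 5.63, adjusted p = 0.0696, 0.00609 without C-PT_2 and 0.0136 by fry). Myeloid markers had 6 higher and 1 lower of 10 (median 1.55, adjusted p = 0.0966, and 0.00235 by fry), endothelial markers 5 higher and 5 lower of 12 (median 0.24, adjusted p = 0.764), and lymphoid markers 0 higher and 1 lower of 5 (median 0.13, mean −0.23, adjusted p = 0.742). These are measured against a mouse host. Of hg38 reads on fibroblast and matrix markers in C-PT and C-LM, the stricter hg19 counts kept 0.332 (95% interval 0.273 to 0.494, 20 genes) of the share they kept on other protein-coding genes. The ratio was 0.132 for erythroid, 0.533 for smooth muscle, 0.472 for endothelial and 0.778 for myeloid markers. It was 0.847 for hepatocyte markers (95% interval 0.357 to 1.013), where 6 of 15 genes lay under 0.5 times the share of other genes. Lymphoid markers lay at 0.957 (3 genes) and the independent interferon list at 1.02.

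**Figure D1:**
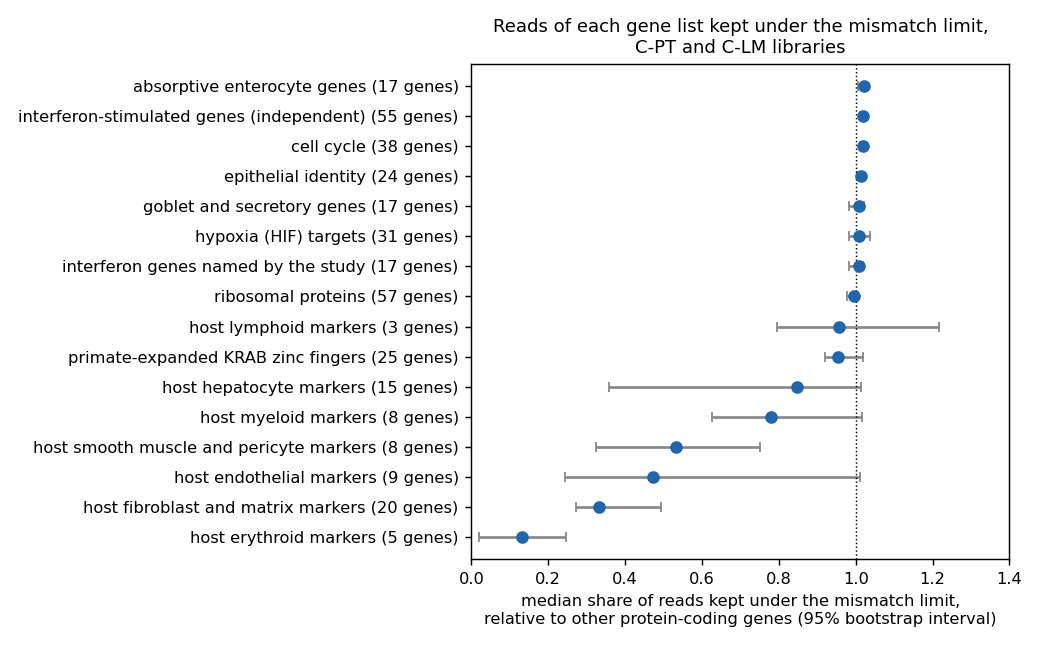
Median share of hg38 reads kept by the hg19 counts in C-PT and C-LM, relative to other protein-coding genes, for each gene list (points, ratio of medians; lines, 95% bootstrap interval over genes). Fibroblast and matrix markers lie at 0.332 and erythroid markers at 0.132, and the interferon, cell cycle and hypoxia lists lie near 1.

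Among the largest increases in C-PT, CFAP221 had 1923 reads in C-PT and 0 in HT29 (at least 490-fold higher, with HT29 set to 3 counts over the group), the Wnt antagonist SFRP1 had 743 and 0 (at least 196-fold) and the dystrophin gene DMD was at least 180-fold higher. COL1A2 rose by a log2 fold change of 9.79 (SE 0.83). Beside FGF19 and NKD1, the largest decreases held CLEC3A (2 reads against 894), TLR4 (−6.34, SE 0.39) and the stem cell factor ASCL2 (−5.32, SE 0.61). Leaving out any 1 library kept the count of genes between 12473 and 13263.

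C-LM vs HT29 asked the same of the liver metastases. Metastases had lower cell cycle and higher goblet and secretory gene levels than the same HT29 libraries, and both calls held with an estimated correlation. Higher hypoxia targets and lower independent interferon genes were called as well, but not with an estimated correlation (adjusted p = 0.279 and 0.457). IFI44L, an interferon-induced gene, was at 1.96 ± 0.969 against 25.8 ± 12.4 (−3.73, SE 0.45, adjusted p = 4.58e-06) and IFIT1, which binds foreign RNA, at 2.00 ± 0.776 against 25.7 ± 10.2 (−3.69, SE 0.35). NDRG1 reached 1318 ± 368 (5.66, SE 0.42, adjusted p = 4.94e-08). AGR3, a secretory-pathway protein of mucus cells, went from 0.319 ± 0.0767 to 21.3 ± 3.22 (6.05, SE 0.32, adjusted p = 2.8e-09), and VEGFA, which drives vessel growth, from 36.3 ± 6.06 to 137.7 ± 18.1 (1.92, SE 0.19). The tight junction gene CLDN2 fell from 117.9 ± 2.12 to 2.60 ± 1.77 (−5.49, SE 0.48).

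In C-LM vs HT29, 13088 of 23890 genes were called, 7147 higher and 5941 lower, and 8347 passed a 2-fold change (5678 higher, 2669 lower). The median of all genes was 0.22, and 0.46 when scaled from protein-coding genes, where the share of higher calls was 67.95% (8937 higher, 4216 lower) against 54.61%. lncRNA genes were higher in 1954 and lower in 241, and protein-coding genes higher in 3380 and lower in 5473. NEAT1 was at 4274 ± 1480 (4.85, SE 0.28). Nuclear lncRNAs had 12 higher and 7 lower of 25 (median 0.62, adjusted p = 0.0278, and adjusted p = 0.326 with an estimated correlation), and the call was lost without HT29_3 (adjusted p = 0.0874). The sucrase gene SI had 2370 reads in C-LM and 1 in HT29. Follistatin (FST) had 327 and 0 (at least 110-fold higher). FGF19 had 2 reads against 5374, and the transcription factor GATA2 fell by a log2 fold change of −5.42 (SE 0.36). The count of genes lay between 11566 and 12446 when any 1 library was left out.

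Camera called 17 lists in C-LM vs HT29, 9 higher and 8 lower, of which cell cycle, goblet and secretory genes and the other treatment genes held with an estimated correlation. Cell cycle genes had 0 higher and 37 lower of 38 (median −1.59, adjusted p = 1.6e-29, and 0.0487 with an estimated correlation), goblet and secretory genes 15 higher and 2 lower of 20, or 16 and 3 adjusted over the list alone (median 2.43, adjusted p = 4.99e-13, and 0.0346 with an estimated correlation). The other treatment genes named by the study had 10 higher and 0 lower of 11 (median 3.29, adjusted p = 5.4e-09, and 0.0346 with an estimated correlation), not independent evidence. Independent interferon genes had 7 higher and 36 lower of 55, or 8 and 37 adjusted over the list alone (median −1.02, adjusted p = 5.26e-07, and adjusted p = 0.457 with an estimated correlation). The study's own interferon genes had 0 higher and 18 lower of 19, or 19 lower adjusted over the list alone (median −2.41, adjusted p = 1.04e-10, and adjusted p = 0.229 with an estimated correlation), again not independent evidence. Hypoxia targets were higher in 26 and lower in 0 of 32 (median 1.42, adjusted p = 3.05e-08, and adjusted p = 0.279 with an estimated correlation). Histones were lower in all 30 (median −1.86, adjusted p = 2.04e-21, and adjusted p = 0.196 with an estimated correlation). Enterocyte genes had 14 higher and 2 lower of 20, or 15 higher adjusted over the list alone (median 2.81, or 2.74 with the bound, adjusted p = 1.51e-06, and adjusted p = 0.0888 with an estimated correlation). Immediate early genes had 12 higher and 2 lower of 18 (median 1.65, adjusted p = 7.19e-05, and adjusted p = 0.279 with an estimated correlation).

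Wnt targets and stem genes were again lower in the metastases (2 higher, 12 lower of 19, or 3 and 13 adjusted over the list alone, median −0.88, adjusted p = 2.71e-05, and adjusted p = 0.196 with an estimated correlation), with the receptor EPHB2 at −3.49 (SE 0.37). Nuclear respiratory chain genes had 1 higher and 32 lower of 35 (median −0.77, adjusted p = 1.34e-08, and adjusted p = 0.313 with an estimated correlation). Ribosomal proteins had 0 higher and 32 lower of 57 (median −0.39, adjusted p = 0.00051, adjusted p = 0.611 with an estimated correlation, and 0.409 from the hg19 counts). The unfolded protein list had 5 higher and 14 lower of 27, or 15 lower adjusted over the list alone (median −0.45, adjusted p = 0.0402, and adjusted p = 0.448 with an estimated correlation), and its call was also lost under scaling from protein-coding genes (0.0748), from the hg19 counts (0.419), without HT29_2 (0.0533) and without C-LM_3 (0.0938). Epithelial identity was not called (10 higher, 5 lower of 24, median 0.18, adjusted p = 0.12), but was higher without C-LM_3 (0.0385), under scaling from protein-coding genes (0.0279) and from the hg19 counts (0.00123). The mitochondrial genome had 0 higher and 5 lower of 13 (median −0.38, adjusted p = 0.0501, 0.0093 without HT29_3 and 0.00446 without C-LM_3). Glycolysis, p53 targets, MHC class I presentation and KRAB zinc fingers were not called (adjusted p = 0.105, 0.62, 0.742 and 0.327), although KRAB zinc fingers were called higher from the hg19 counts (0.0158) and by fry (0.028). Cholesterol synthesis had 4 higher and 12 lower of 23 and was not called (median −0.41, adjusted p = 0.0613), but was called lower without HT29_2 (0.0255), HT29_3 (0.044) or C-LM_1 (0.026) and by fry (0.0184).

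Hepatocyte markers were higher in the liver metastases than in HT29 (14 higher, 0 lower of 19, median 3.40, adjusted p = 0.00367, and adjusted p = 0.432 with an estimated correlation), and fibrinogen gamma (FGG) had 322 reads against 0 (at least 105-fold higher). Of the hg38 reads on FGG in C-PT and C-LM, the stricter hg19 counts kept only 7.716%, so they are not shown to be human. Fibroblast and matrix markers had 17 higher and 1 lower of 21, or 18 higher adjusted over the list alone (median 5.23, or 4.53 with the bound, adjusted p = 3.94e-10, and adjusted p = 0.223 with an estimated correlation), and COL1A1 was at 272.2 ± 18.7 (7.76, SE 0.62). Smooth muscle and pericyte markers had 8 higher and 0 lower of 10 (median 3.34, or 2.21 with the bound, adjusted p = 1.3e-05, and adjusted p = 0.208 with an estimated correlation). Erythroid, myeloid, lymphoid and endothelial markers were not called (adjusted p = 0.356, 0.261, 0.762 and 0.886), and by fry the myeloid markers were higher (0.014).

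C-LM vs C-PT asked how liver metastases differed from the spleen tumours of the same mice. Metastases had higher goblet and secretory genes, a call that held with an estimated correlation. Lower independent interferon and MHC class I genes and higher ribosomal protein genes and hypoxia targets were called too, but not with an estimated correlation (adjusted p = 0.0888, 0.0729, 0.0888 and 0.276). OAS2, a sensor of double-stranded RNA, was at 2.62 ± 0.683 in C-LM and 32.6 ± 18.9 in C-PT (−3.64, SE 0.45, adjusted p = 0.000439). IFI44L was at 1.96 ± 0.969 and 28 ± 12.4 (−3.85, SE 0.45, adjusted p = 0.000264), and HLA-B, which presents peptides to T cells, at 20.8 ± 6.62 and 92.8 ± 28 (−2.16, SE 0.23, adjusted p = 0.000143). CA9, an acid-regulating target of the hypoxia factor HIF, was upregulated from 5.05 ± 1.43 to 16.4 ± 2.53 (1.70, SE 0.22, adjusted p = 0.000546). AGR3 was upregulated from 5.32 ± 1.92 to 21.3 ± 3.22 (2.00, SE 0.23), whereas MUC12 fell from 160.2 ± 10.7 to 48.9 ± 12.4 (−1.71, SE 0.18).

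In C-LM vs C-PT, 571 of 23890 genes were called, 175 higher and 396 lower, and 356 passed a 2-fold change (75 higher, 281 lower). With the mouse as a block 986 genes were called, and DESeq2 called 920. The count was 208 without C-PT_2, 362 without C-LM_1, 254 without C-LM_2 and 281 without C-LM_3. lncRNA genes had 6 higher and 39 lower, and protein-coding genes 157 higher and 348 lower. Among the largest increases were the endocrine transcription factor PAX4 (3.10, SE 0.37), RIMBP2 (3.00, SE 0.39) and the glycan-branching enzyme GCNT1 (2.84, SE 0.37). Among the largest decreases were STUM (−5.80, SE 0.75), the transcription factor BCL11A (−5.23, SE 0.79), the chemerin receptor CMKLR1 (−4.92, SE 0.54) and the interferon-induced XAF1 (−4.24, SE 0.62). FGG had 322 reads in C-LM and 2 in C-PT. The inhibitor CDKN1A was lower (−1.47, SE 0.25) and the stress hormone GDF15 higher (1.33, SE 0.20), and p53 targets as a list were not called (2 higher, 1 lower of 25, 2 lower adjusted over the list alone, median −0.05, adjusted p = 0.723).

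Camera called 19 lists in C-LM vs C-PT, 13 higher and 6 lower. Independent interferon genes had 0 higher and 28 lower of 55, or 41 lower adjusted over the list alone (median −0.84, adjusted p = 9.15e-50, and adjusted p = 0.0888 with an estimated correlation). The study's interferon genes had 0 higher and 13 lower of 19, or 15 lower adjusted over the list alone (median −1.82, adjusted p = 3.73e-40, and 0.0487 with an estimated correlation), not independent evidence. MHC class I presentation had 0 higher and 7 lower of 17, or 11 lower adjusted over the list alone (median −0.65, adjusted p = 1.76e-16, and adjusted p = 0.0729 with an estimated correlation), among them the peptide transporter TAP1 (−1.72, SE 0.29). Ribosomal proteins had 22 higher and 0 lower of 57, or 55 higher adjusted over the list alone (median 0.57, adjusted p = 8.41e-46, and adjusted p = 0.0888 with an estimated correlation). Goblet and secretory genes had 4 higher and 1 lower of 20, or 13 higher adjusted over the list alone (median 0.90, adjusted p = 3.94e-12, and 0.0346 with an estimated correlation), with the trefoil factor TFF3 at 1.35 (SE 0.19). The other treatment genes named by the study had 3 higher and 0 lower of 11, or 4 higher adjusted over the list alone (median 0.67, adjusted p = 1.65e-06, and 0.0487 with an estimated correlation), not independent evidence. Hypoxia targets had 3 higher and 2 lower of 32, or 12 and 2 adjusted over the list alone (median 0.49, adjusted p = 4.15e-08, adjusted p = 0.276 with an estimated correlation, and 0.0832 by fry). Glycolysis had 3 higher and 0 lower of 19, or 6 higher adjusted over the list alone (median 0.35, adjusted p = 4.15e-08, and adjusted p = 0.208 with an estimated correlation). Nuclear respiratory chain genes had 1 higher and 0 lower of 35, or 11 higher adjusted over the list alone (median 0.36, adjusted p = 5.43e-11, and adjusted p = 0.24 with an estimated correlation).

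Smaller shifts of lists were also called between the tumours of a mouse. Enterocyte genes had 3 higher and 1 lower of 20, or 8 and 3 adjusted over the list alone (median 0.63, adjusted p = 0.000145, and adjusted p = 0.132 with an estimated correlation), with the intestinal cadherin CDH17 at 2.06 (SE 0.36). Epithelial identity had 3 higher and 0 lower of 24, or 5 higher adjusted over the list alone (median 0.25, adjusted p = 6.74e-07, and adjusted p = 0.106 with an estimated correlation). Cholesterol synthesis had 0 genes called by edgeR in either direction and a median of 0.27 (adjusted p = 7.19e-05, and adjusted p = 0.277 with an estimated correlation). The mitochondrial genome likewise had 0 called and a median of 0.36 (adjusted p = 2.59e-06, adjusted p = 0.325 with an estimated correlation, and 0.11 by fry). Histones had 0 higher and 1 lower of 30, or 11 higher and 1 lower adjusted over the list alone (median 0.40, adjusted p = 5.19e-07, adjusted p = 0.405 with an estimated correlation, and 0.213 by fry). The unfolded protein list had 1 higher and 0 lower of 27 (median 0.18, adjusted p = 0.00345, and adjusted p = 0.326 with an estimated correlation), and was not called without C-PT_1 (0.0542) or C-LM_2 (0.0715) or by fry (0.102). Wnt targets and stem genes had 0 higher and 2 lower of 19, or 3 higher and 6 lower adjusted over the list alone (median −0.20, adjusted p = 0.00242, and adjusted p = 0.315 with an estimated correlation), and lost the call without C-LM_1 (0.0825), by fry (0.103) and from the hg19 counts (0.169). Cell cycle genes were not called (0 called by edgeR in either direction, median 0.06, adjusted p = 0.2), but were without C-LM_3 (2.92e-05). Immediate early genes, nuclear lncRNAs and KRAB zinc fingers were not called either (adjusted p = 0.37, 0.214 and 0.311), although immediate early genes were without C-PT_2 (0.00337).

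Among host markers, hepatocyte genes were higher in the metastases (3 higher, 0 lower of 19, or 8 higher adjusted over the list alone, median 0.45, adjusted p = 1.1e-05, and adjusted p = 0.276 with an estimated correlation), a call lost by fry (0.103) and from the hg19 counts (0.696). Erythroid genes were lower (0 higher, 2 lower of 5, or 4 lower adjusted over the list alone, median −2.05, adjusted p = 0.000127, adjusted p = 0.161 with an estimated correlation, and 0.0611 by fry). Fibroblast and matrix markers were lower (1 higher, 3 lower of 21, or 6 lower adjusted over the list alone, median −0.73, adjusted p = 0.00159, adjusted p = 0.448 with an estimated correlation, and 0.335 by fry). Without C-PT_2, whose COL1A1 level was 674.6 against 122.9 and 176.1 in the other C-PT libraries, that list had the opposite direction (adjusted p = 0.81). Smooth muscle and pericyte markers had 0 higher and 1 lower of 10 (median −0.36, adjusted p = 0.0683), and were called lower with the mouse as a block (0.0406), without C-PT_1 (0.00243), without C-PT_3 (0.0289) and without C-LM_3 (0.027). Myeloid markers (adjusted p = 0.0613, and 0.0251 without C-LM_1), endothelial markers (0.0804, 0.0324 without C-PT_1 and 0.0232 without C-PT_3) and lymphoid markers (0.861) were not called.

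T-LM vs C-LM asked how liver metastases of mice given low-dose topotecan differed from those of control mice. Metastases of treated mice had higher cell cycle genes than those of control mice, a call that held with an estimated correlation. Higher independent interferon, MHC class I and lymphoid marker genes and lower hypoxia and glycolysis genes were called too, but not with an estimated correlation (adjusted p = 0.0812, 0.0694, 0.0867, 0.0888 and 0.229). OAS2 was upregulated from 2.62 ± 0.683 (n = 3) to 51.8 ± 17.0 (n = 2, log2 fold change 4.31, SE 0.48, adjusted p = 0.000146) and IFI44L from 1.96 ± 0.969 to 34.8 ± 13.2 (4.17, SE 0.48, adjusted p = 0.000163). HLA-B went from 20.8 ± 6.62 to 115.9 ± 16.2 (2.48, SE 0.25, adjusted p = 5.44e-05), and CDK1, the kinase that drives cells into mitosis, from 25.4 ± 5.04 to 55.3 ± 4.16 (1.12, SE 0.17, adjusted p = 0.00184). EGLN3 was downregulated from 46.6 ± 5.66 to 10.6 ± 1.05 (−2.13, SE 0.23, adjusted p = 9.8e-05), the glucose transporter SLC2A1 from 511 ± 73.2 to 169.5 ± 37.4 (−1.59, SE 0.22), and the hypoxia-linked lncRNA MIR210HG from 16.8 ± 2.18 to 3.42 ± 1.00 (−2.29, SE 0.34).

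**Figure D2:**
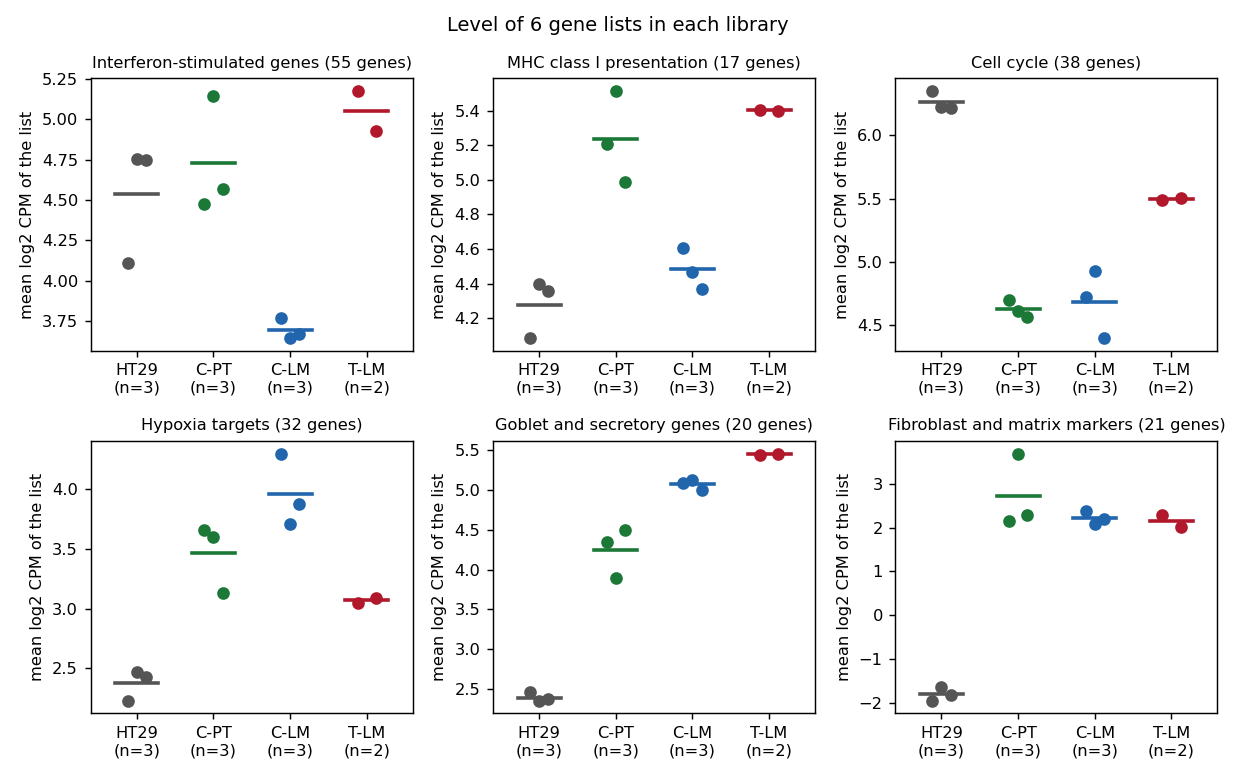
Mean log2 CPM over the genes of 6 lists in each library (points) of HT29, C-PT, C-LM (n = 3 each) and T-LM (n = 2), with the group mean as a line. The independent interferon list lies at 4.54 in HT29, 4.73 in C-PT, 3.69 in C-LM and 5.05 in T-LM.

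In T-LM vs C-LM, 949 of 23890 genes were called, 585 higher and 364 lower, and 494 passed a 2-fold change (341 higher, 153 lower). The count was 424 without C-LM_1, 507 without C-LM_3, 407 without T-LM_4 and 145 without T-LM_5, and 1602 with no filter on low counts. lncRNA genes had 31 higher and 51 lower, and protein-coding genes 534 higher and 301 lower. Beside OAS2 and IFI44L, the largest increases held the goblet cell lectin ZG16 (4.07, SE 0.58), the nucleotide kinase CMPK2 (4.03, SE 0.52) and IFITM1, which blocks virus entry (4.01, SE 0.50). The largest decreases that were called with each library left out were DDIT4, an inhibitor of mTORC1 (−2.58, SE 0.39), the immediate early gene FOS (−2.55, SE 0.28) and MIR210HG. Other study-named genes were BHLHE40 (−2.28, SE 0.29), the ephrin EFNA1 (−2.02, SE 0.29), the glycolytic regulator PFKFB3 (−2.04, SE 0.24), ISG15 (2.47, SE 0.27) and OASL (2.91, SE 0.25). NDRG1 fell from 1318 ± 368 to 227.1 ± 137 (−2.54, SE 0.42, adjusted p = 0.00314), and the call was lost without T-LM_5 (−2.02). LINC01133 was not called (0.89, SE 0.32, adjusted p = 0.143).

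Camera called 16 lists in T-LM vs C-LM, 8 higher and 8 lower. Independent interferon genes had 36 higher and 0 lower of 55, or 45 higher adjusted over the list alone (median 1.12, adjusted p = 5.5e-58, and adjusted p = 0.0812 with an estimated correlation). The study's interferon genes were all 19 higher (median 3.54, adjusted p = 6.39e-81, and 0.0318 with an estimated correlation), and its other treatment genes had 1 higher and 8 lower of 11, or 3 and 8 adjusted over the list alone (median −2.28, adjusted p = 2.58e-12, and 0.0318 with an estimated correlation). Both were chosen on these libraries and are not independent evidence. Cell cycle genes had 24 higher and 0 lower of 38, or 35 higher adjusted over the list alone (median 0.83, adjusted p = 1.67e-34, and 0.0487 with an estimated correlation). MHC class I presentation had 12 higher and 0 lower of 17 (median 0.89, adjusted p = 1.06e-16, and adjusted p = 0.0694 with an estimated correlation), among them NLRC5, which activates MHC class I genes (1.60, SE 0.27). Hypoxia targets had 1 higher and 15 lower of 32, or 1 and 22 adjusted over the list alone (median −0.90, adjusted p = 1.52e-21, and adjusted p = 0.0888 with an estimated correlation). Glycolysis had 0 higher and 8 lower of 19, or 10 lower adjusted over the list alone (median −0.37, adjusted p = 2.78e-07, and adjusted p = 0.229 with an estimated correlation). Ribosomal proteins had 0 higher and 7 lower of 57, or 33 lower adjusted over the list alone (median −0.47, adjusted p = 5.11e-20, and adjusted p = 0.235 with an estimated correlation). Cholesterol synthesis had 0 higher and 4 lower of 23, or 9 lower adjusted over the list alone (median −0.37, adjusted p = 6.29e-07, and adjusted p = 0.208 with an estimated correlation).

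Immediate early genes other than FOS had 0 higher and 3 lower of 18, or 1 and 7 adjusted over the list alone (median −0.45, adjusted p = 0.000489, adjusted p = 0.325 with an estimated correlation, and 0.11 by fry). Wnt targets and stem genes had 4 higher and 0 lower of 19, or 4 and 1 adjusted over the list alone (median 0.27, adjusted p = 0.00595, and adjusted p = 0.326 with an estimated correlation), with the stem cell receptor LGR5 at 2.95 (SE 0.54), and the list was not called without C-LM_1 (0.0556) or by fry (0.0902). Epithelial identity had 0 higher and 3 lower of 24, or 4 lower adjusted over the list alone (median −0.17, adjusted p = 0.00758, adjusted p = 0.315 with an estimated correlation, and 0.0501 without C-LM_1), with the transcription factor ELF3 at −1.60 (SE 0.19). The mitochondrial genome had 0 called by edgeR in either direction and a median of 0.32 (adjusted p = 0.00423, adjusted p = 0.515 with an estimated correlation, 0.0543 without C-LM_1 and 0.213 by fry). Nuclear lncRNAs had 1 higher and 2 lower of 25, or 1 and 4 adjusted over the list alone (median −0.16, adjusted p = 0.0187, adjusted p = 0.315 with an estimated correlation, 0.0793 without C-LM_3, 0.0903 without T-LM_5 and 0.0778 by fry), with LINC00342 at −1.03 (SE 0.15). Goblet, enterocyte, p53 and respiratory chain lists were not called (adjusted p = 0.169, 0.421, 0.427 and 0.766). The unfolded protein list (adjusted p = 0.0684, 0.00975 without C-LM_3 and 0.0244 without T-LM_4), histones (0.214, 0.00631 without C-LM_1 and 0.0141 without T-LM_4) and KRAB zinc fingers (0.426, and 0.0381 without T-LM_4) were not called with all libraries.

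Host markers in T-LM vs C-LM moved apart. Hepatocyte markers were higher (2 higher, 0 lower of 19, or 12 and 1 adjusted over the list alone, median 1.39, adjusted p = 0.000196, adjusted p = 0.326 with an estimated correlation, and 0.131 by fry), but had the opposite direction without T-LM_5 (adjusted p = 0.444), whose CPS1 level was 210 against 3.44 in T-LM_4. Lymphoid markers were higher (2 higher, 0 lower of 5, or 3 higher adjusted over the list alone, median 1.56, adjusted p = 0.00175, and adjusted p = 0.0867 with an estimated correlation). Myeloid markers had 1 higher and 0 lower of 10, or 2 higher adjusted over the list alone (median 0.74, adjusted p = 0.0804, 0.0357 without C-LM_1 and 0.00242 without T-LM_4). Fibroblast and matrix markers had 0 called by edgeR in either direction (median −0.13, adjusted p = 0.742), and erythroid, endothelial and smooth muscle markers were not called (adjusted p = 0.985, 0.5 and 0.325). Across all lists, the calls of this comparison rest on 2 treated mice. T-LM also had the lowest depth of all groups. Differences of library run or of tumour size were not tested and cannot be told apart from treatment here.

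Circular RNAs, made by joining the end of an exon to the start of the same or an earlier exon, were counted in HT29, C-PT and C-LM as junction reads. They were rarer in the tumours than in culture, at 127.8 ± 6.56 CPM of gene reads in HT29, 88.3 ± 3.02 in C-PT and 99.9 ± 6.27 in C-LM (n = 3 each), from 1892 to 2295, 1287 to 1437 and 1083 to 1304 junction reads per library. circZNF609, a single-exon circle from exon 2 of 10 of ZNF609 (hg19 chromosome 15, 64791492 to 64792365, 874 nt, over the start codon of the gene), went the other way. It had 2, 8 and 10 reads in HT29, 10, 28 and 26 in C-PT and 16, 30 and 19 in C-LM. Its fold change was 1.60 in C-PT (SE 0.61, adjusted p = 0.0391) and 2.00 in C-LM (SE 0.61, adjusted p = 0.0139), while ZNF609 itself was at 0.22 and 0.29 and not called. Relative to ZNF609 the changes were 1.42 (SE 0.53, adjusted p = 0.281) and 1.76 (adjusted p = 0.174), neither called. That test was adjusted over circRNAs alone and the test of level over circRNAs and genes together, so their adjusted p-values cannot be compared. The call in C-PT was lost without HT29_1 (1.2), HT29_2 (1.70), C-PT_2 (1.32) and C-PT_3 (1.45), and that in C-LM without C-LM_2 (1.79).

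**Figure D3:**
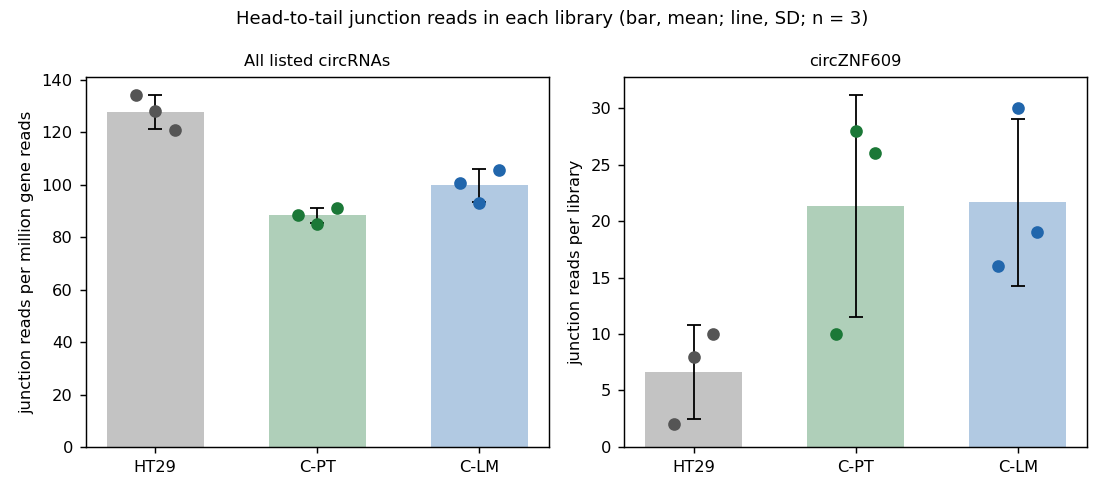
Head-to-tail junction reads in each library of HT29, C-PT and C-LM (points; bars, mean; lines, SD; n = 3). Junction reads of all listed circRNAs together, in CPM of gene reads, lie at 127.8 in HT29, 88.3 in C-PT and 99.9 in C-LM, and circZNF609 has 2 to 10, 10 to 28 and 16 to 30 reads per library.

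Of 400 circRNAs tested, edgeR called 38 in C-PT vs HT29 (10 higher, 28 lower) and 32 in C-LM vs HT29 (8 higher, 24 lower). In C-LM vs C-PT it called 0, with 22 at an unadjusted p under 0.05, and DESeq2 called 2. Adjustment was over circRNAs alone in the host-relative test, and over circRNAs and genes together in the test of level. Relative to the host gene, edgeR called 2 of 391 in C-PT vs HT29, both lower, with 34 at an unadjusted p under 0.05. It called 0 in C-LM vs HT29 (31 at an unadjusted p under 0.05) and 0 in C-LM vs C-PT (17 at an unadjusted p under 0.05), and DESeq2 was not run on this ratio. Fitted without the gene counts, 3 (2 higher, 1 lower) and 1 (higher) were called against HT29. In that fit scaling takes out a change common to all circRNAs. It also adjusts over circRNAs alone, so the fall in calls cannot be put down to scaling by itself. The median fold change went from −0.85 to −0.34 in C-PT and from −0.54 to −0.21 in C-LM. The balance towards lower calls is thus relative to gene reads, and with 3 calls and 1 call the other fit cannot show whether it holds otherwise. The C-PT count was 20 without HT29_2 and 23 without C-PT_1. The C-LM count was 18 without HT29_2, 21 without HT29_3, 15 without C-LM_1, 15 without C-LM_2 and 18 without C-LM_3. The host-relative count in C-PT was 0 without HT29_1, C-PT_1 or C-PT_3 and 1 without HT29_2, HT29_3 or C-PT_2, and in C-LM vs C-PT it was 1 without C-PT_2. In simulated data, 4-fold changes of circRNAs were recovered in 7.143%, 0% and 0% of cases in these comparisons. No gene was changed there, so the adjustment over circRNAs and genes was stricter, and these rates do not carry over to the real data. Relative to the host gene, adjusted over circRNAs alone, 21.43%, 7.143% and 0% were recovered.

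circFAT1 (hg19 chromosome 4, 187627717 to 187630999, exon 2 of 27, 3283 nt) had 5 reads in C-PT and 89 in HT29 (−4.11, SE 0.89, adjusted p = 0.00121), and was also lower relative to its host (−3.56, adjusted p = 0.0229). The host-relative call was lost without HT29_1, C-PT_1 or C-PT_3. All 5 reads lie in C-PT_2, so the fold without that library has no C-PT read to rest on. In C-LM it had 17 reads (−2.08, SE 0.76, adjusted p = 0.0334), a call lost without HT29_1 (−1.93), HT29_2 (−2.08), HT29_3 (−2.20), C-LM_2 (−2.06) or C-LM_3 (−1.75), and it was not called relative to its host (−1.15, adjusted p = 0.522). circRERE (chromosome 1, 8716032 to 8716500, exon 2 of 23) had 47 and 5 reads (3.05, SE 0.88, adjusted p = 0.0087), with RERE itself at 1.17, and was called neither relative to its host (1.74, adjusted p = 0.466) nor in C-LM vs HT29 (17 reads, 1.96, adjusted p = 0.0931). In C-LM vs HT29, circCPSF6 (chromosome 12, 69644909 to 69656342, exons 2 to 9) had 5 and 63 reads (−3.29, SE 0.98, adjusted p = 0.0112), and circITPKC had 17 and 0 reads (at least 7.48-fold higher). circDCUN1D4 had 0 reads in C-PT and 28 in HT29 (at least 10.1-fold lower), circATAD2 0 in C-LM and 27 in HT29 (at least 7.30-fold lower), and circCCAR1 0 in C-PT and in C-LM and 22 in HT29 (at least 7.69-fold and 5.86-fold lower). The study had picked a set of circRNAs for PCR from these same libraries, so calls among them are not independent evidence. Of the 12 in that set, 9 were called in C-PT vs HT29 (5 higher, 4 lower) and 9 in C-LM vs HT29 (4 higher, 5 lower), and 3 and 1 when fitted without the gene counts. circZKSCAN1 (−0.47 and 0.87) and circUBAP2 (−0.05 and 1.19) were called in neither, circTNFRSF21 not in C-PT (−0.88) and circRERE not in C-LM.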

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

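The hg19 gene counts and the fit without HT29_1 and C-PT_2 were chosen after the results were seen. Against HT29, the number of genes called stayed within 1.5 times under every setting except the hg19 counts, where 8358 genes were called in C-PT and 7951 in C-LM, from a table with 13918 tested genes. It was 12473 to 13263 in C-PT and 11566 to 12446 in C-LM with 1 library left out, and 12407 in C-PT without HT29_1 and C-PT_2. In C-LM vs C-PT, 1242 genes were called with no filter on low counts, 920 by DESeq2 and 208 to 680 with 1 library left out (208 without C-PT_2, 254 without C-LM_2, 281 without C-LM_3, 362 without C-LM_1). In T-LM vs C-LM, 1602 were called with no filter, 1418 by DESeq2 and 145 to 732 with 1 library left out (145 without T-LM_5, 407 without T-LM_4, 424 without C-LM_1, 507 without C-LM_3). The cause was not tested, apart from the fewer libraries of the fits that leave 1 out.

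The 17, 17, 19 and 16 lists called by camera (C-PT vs HT29, C-LM vs HT29, C-LM vs C-PT and T-LM vs C-LM) became 0, 3, 3 and 3 with an estimated correlation, and fry called 20, 21, 11 and 11. The estimated correlation takes the place of a preset 0.01. Calls of fry rest on a test that does not set a list against the other genes. Over all lists and planned settings 936 results stayed on their side of the threshold, 86 lost the call, 40 gained it and 2 had the opposite direction. The host fibroblast and matrix markers in C-LM vs C-PT had an adjusted p from 2.68e-07 to 0.81 with 1 library left out, the latter without C-PT_2 and in the opposite direction. The host hepatocyte markers in T-LM vs C-LM ranged from 2.93e-23 (without T-LM replicate 4) to 0.444, the latter without T-LM_5 and in the opposite direction. IFI27, not called in C-PT vs HT29 at 0.06, was called at −0.46 without HT29_1 and C-PT_2. Of the named genes, 5092 results kept their side of the threshold, 253 lost the call and 81 gained it.

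The circRNA counts depended on the setting too. Fitted without the gene counts and adjusted over circRNAs alone, 3 circRNAs were called in C-PT and 1 in C-LM, and with at least 30 reads 16 and 20. With 1 library left out the counts ran from 20 to 34 in C-PT (20 without HT29_2, 23 without C-PT_1) and from 15 to 33 in C-LM (15 without C-LM_1 or C-LM_2, 18 without C-LM_3 or HT29_2, 21 without HT29_3). In C-LM vs C-PT DESeq2 called 2. Relative to the host gene, 4 were called in C-PT and 4 in C-LM with at least 30 reads, 0 to 1 in C-PT with 1 library left out and 0 to 1 in C-LM vs C-PT (1 without C-PT_2). The setting with no filter removed no circRNA and tests nothing. The cause was not tested. Junction reads numbered 1083 to 2295 per library, which limits the circRNA tests, and with 2 treated mice the T-LM comparison has the least room.

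With the mouse as a block, 986 genes rather than 571 were called in C-LM vs C-PT, and 20 rather than 19 lists, the smooth muscle and pericyte markers being added. The block changed the call of no other list, and the circRNA counts stayed at 0 as without it. HT29 and tumour libraries share only a number. With that number as a block 11840 genes were called in C-PT vs HT29 and 10939 in C-LM vs HT29, 20 and 17 lists, 10 and 14 circRNAs and 5 and 0 circRNAs relative to the host gene. This block added the nuclear lncRNA (0.0296), hepatocyte (0.0301) and erythroid (0.00715) lists in C-PT and epithelial identity (0.0363) in C-LM, where the unfolded protein list was lost (0.146). The correlations of deviations under a shared number were −0.0281 to 0.0239 and −0.0412 to −0.0132, and 1 of 3 and 0 of 3 samples correlated best with their own number.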

Other observations

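Chosen after the results were seen were the test of the fibroblast list alone, the test of the mouse share through fibroblast against hepatocyte markers, the test of the interferon level against C-PT and the contrasts of T-LM with C-PT and HT29.

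Set against the spleen tumours of control mice, metastases under topotecan had higher cell cycle genes, with 30 higher and 0 lower of 38 (median log2 fold change 0.95, adjusted p = 9.8e-33, and 0.0763 with an estimated correlation), yet against HT29 these genes had 1 higher and 25 lower (median −0.90, adjusted p = 2.32e-10, and 0.228 with an estimated correlation). Levels of the cell cycle list were 6.27 ± 0.07 log2 CPM in HT29, 4.63 ± 0.07 in C-PT, 4.68 ± 0.27 in C-LM (n = 3 each) and 5.50 ± 0.01 in T-LM (n = 2). Hypoxia targets went the other way, at 2.38 ± 0.13, 3.46 ± 0.29, 3.96 ± 0.31 and 3.07 ± 0.03, with 1 higher and 10 lower of 32 in T-LM against C-PT (adjusted p = 1.23e-06, and 0.319 with an estimated correlation). Goblet and secretory genes had 15 higher and 1 lower of 20 in T-LM against HT29 (median 3.15, adjusted p = 2.58e-17, and 0.041 with an estimated correlation). Mitochondrial genome transcripts had 5 higher and 0 lower of 13 in T-LM against C-PT (median 0.70, adjusted p = 2.6e-09, and 0.274 with an estimated correlation). All these contrasts share the T-LM libraries with T-LM vs C-LM.

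Of the host marker lists, fibroblast and smooth muscle markers were called higher in C-PT and C-LM than in HT29, and hepatocyte markers in C-LM, but none with an estimated correlation (adjusted p = 0.223 for fibroblast and 0.208 for smooth muscle markers in both comparisons, and 0.432 for hepatocyte markers). If reads on host markers came from mouse cells, the hg19 counts with their mismatch limit should keep fewer of them. They kept a median of 44.94% on 68 of 75 host markers against 96.91% on other protein-coding genes, a ratio of 0.464 (95% interval 0.366 to 0.648), which lies below the bound of 0.5 set for mouse reads but not beyond its spread, so the test is undecided for the markers as a whole. For the fibroblast and matrix list the ratio was 0.332 (0.273 to 0.494), as mouse reads would give, so a mouse origin is a candidate explanation for the connective tissue part. For hepatocyte markers the ratio of 0.847 (0.357 to 1.013) leaves the question undecided, with 6 of 15 genes under 0.5 times the share of other genes. In HT29 the 26 host markers with at least 50 reads were kept at 97.41% against 98.59%, a ratio of 0.988 (0.893 to 1.008). At the median of these 26 genes this argues against a loss through other differences between the tables, such as multi-mapping. Single genes can still be affected, since 4 of the 26 were kept in HT29 at under 0.5 times the share of other genes. Connective tissue genes were near absent in HT29, so for most of that list such differences stay open, as does expression of host markers by the tumour cells.

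Independent interferon genes were higher in T-LM than in C-LM in 36 of 55, a list call lost with an estimated correlation (adjusted p = 0.0812). The test of a larger mouse share set beforehand was undecided, with a median of 0.304 (SE 0.162) over the host markers against a bound of 0.561. SEs of list medians in this paragraph come from resampling genes and hold no spread between mice. The fibroblast list had a median log2 fold change of −0.13 (SE 0.15). Its level was 2.22 ± 0.15 log2 CPM in C-LM (n = 3) and 2.16 ± 0.19 in T-LM (n = 2). In these 2 treated mice this argues against a larger share of all mouse cells. Hepatocyte markers were at 1.39 (SE 0.29), and at −0.13 without T-LM_5. More immune cells stay open, with myeloid markers not called (median 0.74). Lymphoid markers were higher in 2 of 5 (median 1.56, camera adjusted p = 0.00175, and 0.0867 with an estimated correlation), with a kept share of 0.957 on 3 genes in C-PT and C-LM. That list lay at −0.43 ± 0.14 log2 CPM in cultured HT29, −0.57 ± 0.28 in C-LM and 0.67 ± 0.08 in T-LM. The hosts were severe combined immunodeficient mice, and this list pools markers of T, B and NK cells. Which cells carried its rise was not measured, so host lymphoid cells are neither shown nor excluded. Whether the added interferon reads are of mouse origin was not measured, because the hg19 counts hold no T-LM library, and the ratio of 1.01 to other genes covers C-LM alone. T-LM lay above C-PT by a median of only 0.23 (SE 0.07) against 1.12 above C-LM, so the difference may come in part from a low level in C-LM. How large a part is open, since C-PT_2 lay at 5.144 log2 CPM against 4.473 and 4.57 in the other C-PT libraries. T-LM lay at 5.176 and 4.928 and C-LM at 3.644 to 3.768, and this test was not run without C-PT_2. The study's own interferon genes lay 1.25 above C-PT, and all of this rests on 2 treated mice.

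lncRNA genes were higher in C-PT and C-LM than in HT29. Reads of genomic DNA would fall on silent genes as well, but the gain of 139 olfactory receptor genes was 0.0366 of the median lncRNA gain (95% interval 0.0138 to 0.0656), which argues against them. The kept share of reads on raised lncRNAs was 0.934 of that on other lncRNAs, but only 311 of 1741 raised lncRNAs (17.86%) are listed in both tables, so that test decides nothing. A larger share of nuclear or unspliced RNA could give the pattern too, and since the study disrupted tissue with beads but not cultured cells, extraction and growth in the mouse cannot be told apart here.

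With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split alone (1 of 10) gave as many genes in C-PT vs HT29 (13931, highest other 0), C-LM vs HT29 (13088, highest other 0) and C-LM vs C-PT (571, highest other 1). It was also 1 of 10 for gene lists, but there the other splits came close, with 17 lists against 15, 17 against 16 and 19 against 18. For circRNAs 1 of 10 gave 38 (highest other 0) and 32 (highest other 0), and for circRNAs relative to the host gene 2 in C-PT vs HT29 (highest other 0). All 10 of 10 splits gave 0 circRNAs relative to the host gene in C-LM vs HT29, and 0 circRNAs and 0 relative to the host gene in C-LM vs C-PT (highest other 0 in each). In C-LM vs C-PT, 3 of the other splits also part all 3 mice, with 0 genes and 12 to 18 lists, and each of the other 6 keeps the tumours of 2 mice together, 1 mouse on each side, with 0 or 1 genes and 10 to 18 lists. Each other split keeps 2 libraries of a group on 1 side, so it retains part of the real difference and adds the rest to the spread. Neither its list calls nor its lack of called genes and circRNAs therefore measures how many calls would be false.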
